A study of Mus musculus with 4 samples. Its data were reported in "Structural, functional and molecular analysis of the effects of aging in the small intestine and colon of C57BL/6J mice" (2012).

How the data were processed

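Gene expression was measured in scrapings of the colon wall of male C57BL/6J mice, a common inbred laboratory strain. The mice were 4 or 21 months old and had eaten a purified diet with 10% (low-fat) or 45% (high-fat) of its energy as fat for 2 weeks. Per the labels, each sample is a pool of the 6 young mice or the 8 old mice of a diet group. The methods of the study state that the mice of a pool contributed RNA in equal amounts. Each pool was hybridized to 1 Affymetrix Mouse Gene 1.0 ST array, so that the series holds 4 arrays with 1 array per group. The scrapings held mucosa and submucosa.

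The deposited values are log2 signals that the authors made with the Robust Multi-array Average method (RMA), which subtracts background, quantile normalizes the arrays and summarises the probes of each probe set. The version of RMA is not given in the sources used here. The methods of the study describe probe sets redefined by Entrez gene, whereas the deposited rows carry the transcript cluster identifiers of the manufacturer, so the gene sets counted here differ from those of the study. The table holds 35556 probe sets. The gene annotation gave 1 gene for 21789 of them, several for 1621 and none for 12146. Probe sets with several genes were not named. The Entrez identifiers of 21698 probe sets were found in a RefSeq gene table of mouse assembly GRCm38.p6, which was used for names only, and those of 91 were not; no symbol differed. No genome build is stated for the values and no coordinates are given. The probe set with the highest mean signal stood for each of the 999 genes with several, which left 19938 genes. Ifi44 and Ifi47, named by the study, were not analysed here.

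The rule of the study was followed for single comparisons. A gene entered when its linear signal was above 50 on at least 1 array, and it was counted when the signals of both arrays differed by more than 2.0-fold. The study removed pancreas genes by a public expression atlas. A list of pancreatic acinar genes written before the data were examined was removed in its place, of which 27 genes were measured and 11 were above the floor. This left 12666 genes. With 1 array per group these comparisons have no replicate check and no p-value; they compare pools and not mice. A fold set against a signal below 50 is not exact. The number of arrays limits the precision.

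In addition, age and diet were fitted together as additive terms with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05). This fit was not run by the study. It compares 2 old with 2 young pools, or 2 high-fat with 2 low-fat pools. It has 1 residual degree of freedom, to which the prior adds 8.92, and its residual is the difference between the age effects on both diets. A true interaction of age and diet therefore counts as error in it, and standard errors (SE) are close to the prior for most genes. Because each group had 1 pool, the SE of the fit does not measure the spread between pools of a group.

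Overlaps were set beside the overlap of independent lists, the product of both counts divided by the number of genes, per direction. The age comparisons on low-fat and high-fat diet share no array, nor do the diet comparisons in young and old mice. For 45 gene lists (790 genes written, 707 measured) the median log2 difference of the members above the floor was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these arrays and is not a test. Lists with fewer than 3 members above the floor (neutrophil, mast cell and erythrocyte genes) were not placed. All lists were written before the data were examined, but after the paper had been read, so that lists of immune genes are not independent evidence of direction.

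Genes were named by a rule fixed in advance: up to 10 genes with the highest and 10 with the lowest difference among those over 2.0-fold in each single comparison; up to 10 each way in each additive fit among genes that passed and went the same way in both pairs of arrays; the genes counted in an overlap; 10 each way for the age by diet difference; members of the lists; and genes named in the text of the study. Alternatives fixed in advance were other intensity floors, fold thresholds of 1.5 and 3.0, median centring, quantile normalization, pancreatic genes kept, lists of other tissues left out, and other settings of the limma fit and the random lists. The mean of the probe sets of a gene, leaving out immunoglobulin segments and small RNA genes, crossed pairs of arrays and fits without 1 array were added after the data were seen.

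The procedures were tested on simulated data. For age, the additive fit called 100.0% of 100 genes simulated with a log2 change of 1.5 and 0.14% of 12477 unchanged genes among 12677 genes. Of 200 unchanged lists of 15 genes, 4.5% fell outside the central 95% of random lists. Of 200 lists shifted by 0.3, 98.5% did. The rates for the fit and for the lists describe the simulated data alone. They do not show how often lists of genes that move together fall outside on these arrays. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.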

Results

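To measure the effects of aging and of a high-fat diet on the colon, expression was compared between 4 arrays, each hybridized with a pool of RNA from young or old mice on a low-fat or high-fat diet. The median log2 signal lay between 6.121 and 6.201 on the 4 arrays, and 57.1% to 58.0% of the probe sets had a signal over 50. Pairs of arrays correlated across probe sets with Pearson's r from 0.9894 to 0.9933. The highest correlations joined the young low-fat with the old high-fat array (0.9933) and the young high-fat with the old low-fat array (0.9924), pairs that differ in both age and diet. The probe sets include 6617 without a gene whose median signals paired the arrays in the same way, as described below. Whether the pairing holds across genes alone was not tested. No group had a replicate array.

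On the low-fat diet, genes of antigen presentation and the interferon response were higher on the old array, as were some antibody genes. Antibody genes were not placed as a list of their own. Igha, the constant region of immunoglobulin A, the antibody secreted into the gut, was 8.33-fold higher (log2 3.06, with 2.52 for its second probe set). Cd74, the invariant chain of MHC class II, was 3.82-fold higher and H2-Aa, an MHC class II chain that presents peptides to helper T cells, 4.23-fold. Interferon-stimulated genes followed, with Ddx60 1.84 and Rtp4 1.84 higher on the log2 scale. In all, 54 of 12666 genes differed by more than 2.0-fold, 47 higher and 7 lower on the old array, and 23 of the 47 were members of the immune lists. Among the lower genes were Cubn, which encodes cubilin, the receptor for intrinsic factor with vitamin B12 (2.09-fold lower), Ugt8a (2.38-fold), Nrn1 (2.04-fold), Rps4l (2.17-fold), Krt84 (log2 difference -1.35), Cabp4 (-1.01) and the olfactory receptor gene Olfr767 (-1.63).

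The highest single difference on the low-fat diet was that of Alb, serum albumin, a product of liver, at 11.92-fold, with linear signals of 355 on the old low-fat array and 29.8, 32.0 and 33.7 on the young low-fat, young high-fat and old high-fat arrays. Serpina1c, another secreted liver protein, was 6.93-fold higher and the immunoglobulin segment Igkv4-91 6.57-fold. The folds of these genes are set against signals below the floor of 50, for Serpina1c 77.6 on the old low-fat array against 11.2, 11.8 and 12.1 on the young low-fat, young high-fat and old high-fat arrays, and for Igkv4-91 212 against 32.3, 30.7 and, just above the floor, 53.0. On the high-fat diet Alb and Serpina1c were near the young level, with log2 age differences of 0.08 and 0.04, while Igkv4-91 was 0.79 higher on the old array. Fabp6, the ileal bile acid binding protein, was 3.73-fold higher on the low-fat and 1.78-fold higher on the high-fat diet.

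On the high-fat diet 84 genes differed by more than 2.0-fold between old and young, 62 higher and 22 lower. The immune genes were again among the higher ones: Igha 5.82-fold, Cd74 5.69-fold, the immunoglobulin segment Igkv9-120 5.04-fold, and Oasl2, of the antiviral 2'-5' oligoadenylate synthetase family, 4.11-fold. Beside them stood genes of fat cells. Cd36, a fatty acid transporter, was 6.01-fold higher, the hormone gene Adipoq 5.93-fold, the carbonic anhydrase gene Car3 5.53-fold and the fatty acid binding protein gene Fabp4 5.47-fold, and Cyp2e1 was 3.97-fold higher. On the young high-fat array the signals of Adipoq (35.0) and Cyp2e1 (43.5) were below the floor, so their folds are not exact. Genes of the smooth muscle contractile apparatus were lower, with Actg2 3.68-fold, Cnn1 3.29-fold, Tagln 2.94-fold and Acta2 2.84-fold lower. All of these were highest on the young high-fat array. Their log2 signals on the old high-fat array were near those on the young low-fat array. They were 6.52 and 6.84 for Actg2, 6.42 and 6.33 for Cnn1, 7.23 and 7.03 for Tagln, and 9.44 and 9.49 for Acta2. Of the 62 higher genes 8 belonged to the lists of other tissues (fat, muscle, nerve, liver, mesothelium), and of the 22 lower genes 7 did.

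**Figure D1:**
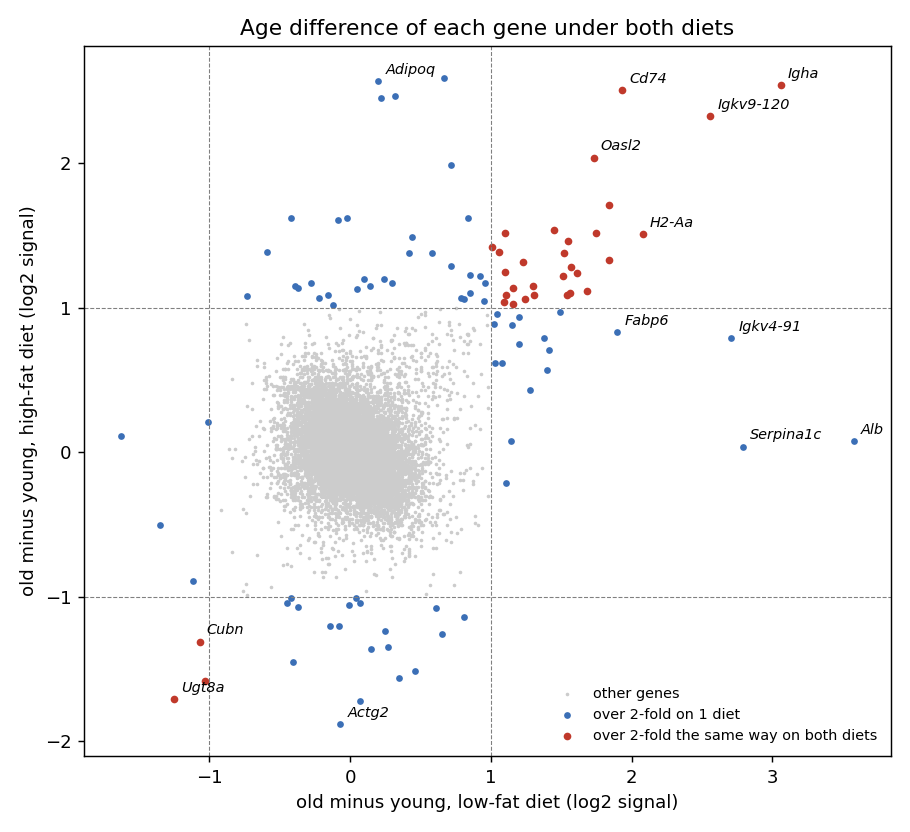
Each point is 1 of 12666 genes, with the log2 difference between the old and young arrays on the low-fat diet (horizontal axis) and on the high-fat diet (vertical axis); dashed lines mark 2.0-fold. The 29 genes over 2.0-fold higher on both diets lie at the upper right, while Alb is high on the low-fat axis alone and Adipoq on the high-fat axis alone.

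A total of 32 genes passed 2.0-fold the same way on both diets, in comparisons that share no array. Of these 29 were higher on the old arrays, where independent lists would share 0.23, and 3 were lower, where they would share 0.012. None passed in opposite directions, and 106 genes passed on at least 1 diet. The 29 comprised the MHC class II genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74; the antibody genes Igha, Igkv9-120, Igkv10-96 and Jchain, the chain that joins immunoglobulin A molecules; the interferon-inducible genes Ifit1, Ifit2, Oas2, Oasl2, Rtp4, Xaf1, Herc6, Ddx60, Trim30a, Slfn5, Gbp3, Iigp1 and Gm12250; and the leukocyte genes Cd8a, Ms4a1, Ms4a6b, Ly86, Cybb and Lyz2, beside Cxcl13, a chemokine that attracts B cells, and Vsig2. The 3 lower genes were Cubn, Ugt8a and Nrn1. Ifit2, Oas2, Iigp1, Slfn5, Ms4a1 and Ms4a6b were below the floor on at least 1 young array. Ugt8a and Nrn1 were below it on at least 1 old array, so the folds of these genes are not exact. With the old low-fat array set against the young high-fat array, 25 of the 29 and all 3 lower genes passed 2.0-fold. With the old high-fat array set against the young low-fat array, 28 of the 29 and 1 of the 3 did. In all 4 pairs of an old with a young array 24 of the 29 and 1 of the 3 passed.

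In the additive limma fit over all 4 arrays 50 genes changed with age, 46 higher and 4 lower. Because its error is the difference between the age effects on both diets, the fit favours genes whose effects agree. Igha rose 6.96-fold (log2 change 2.80 ± 0.18 SE, adjusted p = 0.00019), Igkv9-120 5.46-fold (2.45 ± 0.16, adjusted p = 0.00019) and Cd74 4.66-fold (2.22 ± 0.18, adjusted p = 0.001). A second probe set of Igha gave lower age differences, 2.52 (low-fat) and 1.97 (high-fat), against 3.06 and 2.54 for the set used. Oasl2 (1.88 ± 0.16), H2-Aa (1.79 ± 0.18), Rtp4 (1.78 ± 0.16), H2-Ab1 (1.64 ± 0.16), Ddx60 (1.58 ± 0.18), H2-Eb1 (1.5 ± 0.16) and Slfn5 (1.49 ± 0.16) came next. The genes that fell were Ugt8a (log2 change -1.48 ± 0.17, adjusted p = 0.0058), Nrn1 (-1.30 ± 0.18, adjusted p = 0.012), Cubn (-1.19 ± 0.16, adjusted p = 0.012) and Rps4l (-1.01 ± 0.16, adjusted p = 0.028). A second probe set of Rps4l gave -1.14 (low-fat) and -0.60 (high-fat), against -1.12 and -0.89 for the set used. Nrn1 on both old arrays (29.7 and 28.5) and Ugt8a on the old low-fat array (37.0) were below the floor. Slfn5 was below it on both young arrays (30.6 and 28.6), so the changes of these genes are not exact. The 50 genes include the 32 shared by both diets, which the fit favours. When no intensity floor was used 29 genes passed. A fit without diet passed 60 genes with all 4 arrays and 88, of which 69 were higher and 19 lower, when the young low-fat array was left out.

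Among the immune lists, 22 type I interferon-stimulated genes were above the floor. Of these 11 rose with age and 11 did not pass the test, with 20 passing when adjusted over the list alone; all 22 were higher on the old arrays on both diets, with medians of 0.77 (low-fat) and 1.11 (high-fat). Of 9 MHC class II genes 5 rose, 8 when adjusted over the list alone, with medians of 1.04 and 0.96. Of 12 interferon-gamma-inducible genes 3 rose (Iigp1, Gbp3 and Gbp4), 5 when adjusted over the list alone, and of 12 genes of MHC class I antigen processing 1 did (Tap1, 0.93 ± 0.16, adjusted p = 0.045), 3 over the list alone. The median shifts of these lists lay above the central 95% of matched random lists on both diets. The direction of these lists is not independent evidence, because the study had been read before they were written.

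Some markers of leukocytes passed as well. Of 14 T cell and cytotoxic lymphocyte markers 5 rose, namely Gzmb (1.23 ± 0.18, adjusted p = 0.016), Cd8a (1.07 ± 0.16), Ccl5 (1.04 ± 0.17), Gzma (1.02 ± 0.16) and Cd8b1 (0.92 ± 0.16), and 9 passed when adjusted over the list alone. Of 10 B cell markers 1 rose (Ms4a1, 1.10 ± 0.16, adjusted p = 0.014), 9 over the list alone. Of 12 macrophage and dendritic cell markers 1 rose (Lyz2, 1.20 ± 0.16, adjusted p = 0.011), 5 over the list alone, and of 7 plasma cell markers 1 (Jchain, 1.33 ± 0.17, adjusted p = 0.01), 2 over the list alone. The median of the plasma cell list lay above the central 95% of random lists on the low-fat diet (0.24) and within it on the high-fat diet (0.09). None of 10 complement genes passed over all genes and 5 did over the list alone, with medians of 0.47 and 0.42. Ifng, Il1b and Il6 did not reach a signal of 50 on any array, with highest signals of 36.6, 43.5 and 8.97. Tnf had signals of 58.4 and 46.6 on the young and 77.9 and 64.0 on the old arrays (0.44 ± 0.16, adjusted p = 0.88).

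**Figure D2:**
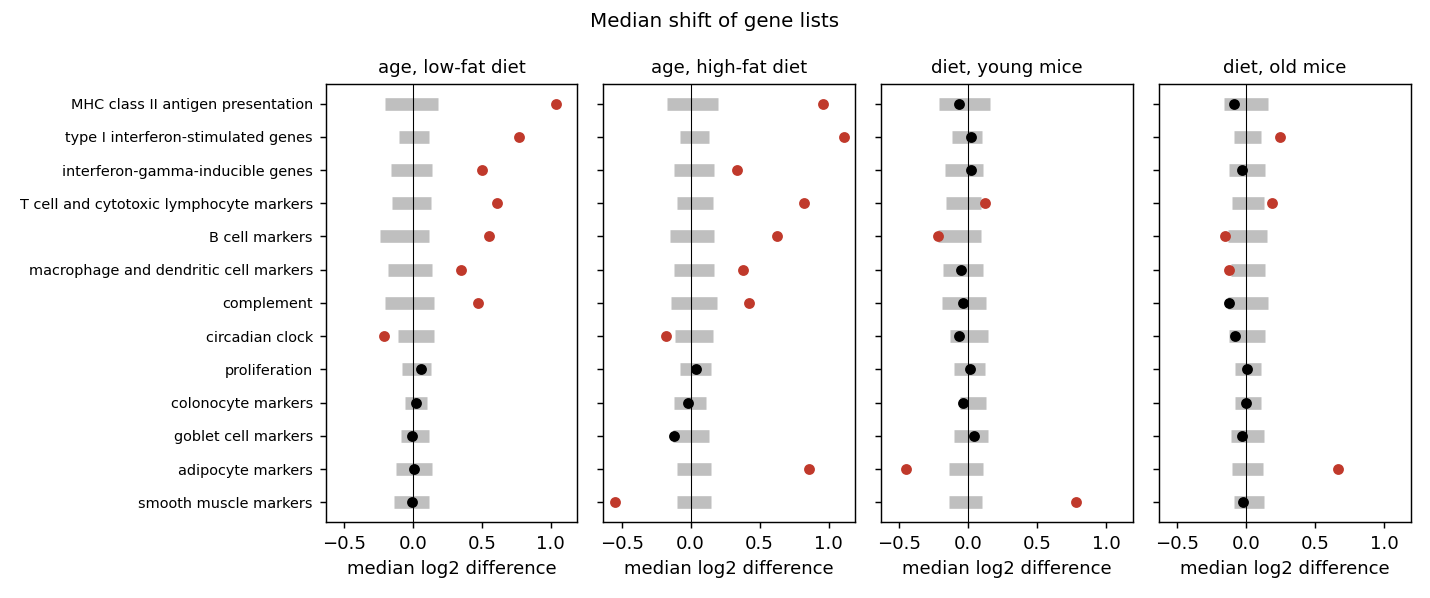
Points give the median log2 difference of 13 gene lists in the 4 single comparisons, and grey bars the central 95% of 10000 random lists matched on mean expression; red points lie outside it. MHC class II and interferon-stimulated genes lie to the right in both age comparisons, and adipocyte markers lie on opposite sides in the diet comparisons (-0.45 in young and 0.67 in old mice).

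The colonocyte, proliferation and crypt stem cell lists lay within the central 95% of random lists in both age comparisons. The medians of 14 colonocyte markers were 0.02 on the low-fat and -0.02 on the high-fat diet, those of 23 proliferation genes 0.06 and 0.04, and those of 13 crypt stem cell markers 0.00 and 0.09; no member of these lists passed the additive fit. Of 22 genes of vitamin and mineral uptake 1 changed, Cubn, which fell. Amn, the membrane partner of cubilin, had log2 age differences of -0.40 and -0.08. Cybrd1 and Mt2, named by the study for the small intestine, had age changes of -0.08 ± 0.16 and -0.12 ± 0.17 (adjusted p = 1.0 for each). The medians of 14 circadian clock genes were -0.21 and -0.18, below the central 95% of random lists on both diets, with Per2 at -0.74 and -0.42; none passed the additive fit.

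The high-fat diet was accompanied by fewer differences, and many were in genes of muscle and fat. In young mice 15 genes passed 2.0-fold, 10 higher and 5 lower on the high-fat array. Of the 10 higher genes 6 were smooth muscle markers: Cnn1 (3.50-fold), Tagln (3.36-fold), Actg2 (2.95-fold), Acta2 (2.75-fold), Myh11 (log2 1.43) and Des (1.28). The remaining higher genes were Pgm5 (1.41), Gpr21 (1.04), Homer2 (1.02) and Usp17ld (1.02); a second probe set of Homer2 gave -0.04. The lower genes were Olfr767 (2.82-fold lower), Cyp2e1 (2.65-fold), Adipoq (2.34-fold), Car3 (2.16-fold) and Retn (log2 -1.04). Pgm5 (41.1) and Gpr21 (44.8) were below the floor on the young low-fat array. Adipoq (35.0) and Cyp2e1 (43.5) were below it on the young high-fat array, so the values of these genes are not exact. Without the lists of other tissues 6 genes were left.

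In old mice 13 genes passed, 7 higher and 6 lower on the high-fat array. The higher genes were Ccdc80 (3.64-fold), Lpl (2.78-fold), which releases fatty acids from lipoproteins, Fabp4 (2.37-fold), Adipoq (2.21-fold), Cd36 (2.10-fold), Car3 (2.06-fold) and Tsr3 (log2 1.13, with 0.76 for its second probe set). Alb (10.54-fold), Serpina1c (6.41-fold) and Igkv4-91 (4.00-fold) were lower, as were Reg3g (2.96-fold) and Reg3b (2.44-fold), antimicrobial lectins of the gut epithelium, and Mir151 (log2 -1.01). Reg3g and Reg3b had log2 diet differences of -0.50 and -0.64 in young mice. Without the lists of other tissues 7 genes were left.

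No gene passed 2.0-fold the same way at both ages, where independent lists would share 0.0055 higher and 0.0024 lower genes. Adipoq and Car3 passed in opposite directions, lower with fat in young and higher in old mice. In the additive limma fit no gene changed with diet; 91 genes had an unadjusted p under 0.05, where chance alone would give 633 of 12666. In a fit without age, from which the young low-fat array was left out so that the old low-fat array alone stood for the low-fat diet, 1 gene passed, Alb (log2 -3.43 ± 0.15, adjusted p = 0.034). Adjusted over the list alone, 2 of 13 genes of antimicrobial and mucosal defence fell with the high-fat diet, Reg3g (log2 -1.03 ± 0.23) and Reg3b (-0.96 ± 0.19); over all genes adjusted p was 1.0 for each.

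The age effect differed between the diets by more than 1 on the log2 scale in 166 genes, with the old minus young difference more positive on the high-fat diet in 72 and on the low-fat diet in 94. The balance of directions depended on the setting, with 708 and 636 genes at 1.5-fold and 58 and 106 after median centring. This difference is the residual of the additive fit and was not tested in it. The highest were Adipoq (2.37), Fabp4 (2.24), Car3 (2.15), Ccdc80 (2.04), Lpl (1.97), Cd36 (1.91), Tsr3 (1.80), Olfr767 (1.74), Retn (1.70) and the transferrin gene Trf (1.64). The lowest were Alb (-3.5), Serpina1c (-2.75), Acta2 (-1.97), Gpr21 (-1.95), Igkv4-91 (-1.93), Tagln (-1.91), Mir151 (-1.91), Actg2 (-1.81), Cnn1 (-1.79) and Mir687 (-1.69). Adipoq, Alb, Serpina1c, Gpr21, Igkv4-91, Mir151 and Mir687 had signals below 50 on at least 1 array, so their values and their order are not exact. Across genes this contrast, halved to the scale of a main effect, had a standard deviation of 0.186, against 0.181 for age and 0.121 for diet, while 6, 54 and 4 genes exceeded 2.0-fold in them.

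**Figure D3:**
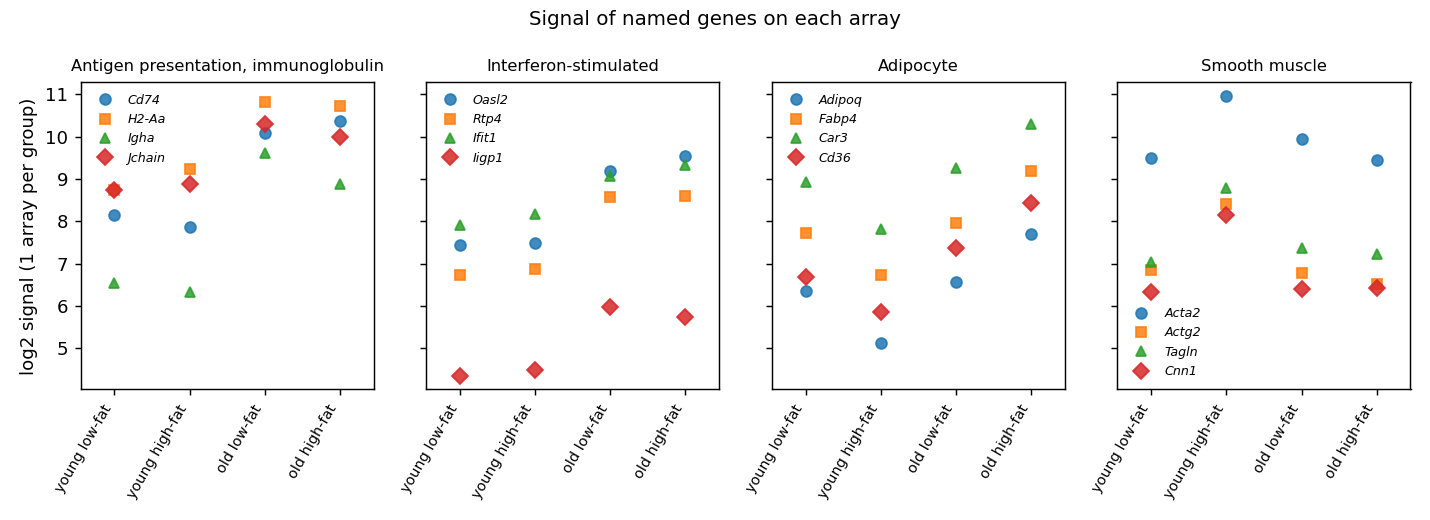
Log2 signals of 16 named genes on the 4 arrays, 1 point per gene and array, with no error since each group had 1 array. Antigen presentation and interferon-stimulated genes are higher on both old arrays, adipocyte genes are lowest on the young high-fat and highest on the old high-fat array, and smooth muscle genes are highest on the young high-fat array.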

Values the study reported

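The study reported that 104 genes responded to aging in the colon by more than 2-fold and 124 in the small intestine. It found 27 genes that responded in both, of which 15 went in opposite directions. It described the changes in the colon as mainly increases and the response of the colon to the high-fat diet as limited. It reported Cubn as reduced by more than 2-fold in the colon of 21-month-old mice, and lower by quantitative PCR as well. By quantitative PCR on individual mice it found very low levels of Ifng, Tnf, Il1b and Il6 in the colon. Of these, Ifng, Tnf and Il1b were significantly higher in old mice, while the effects on Il6 were minor and not significant.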

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

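Of the tests below, those of an expression trend over genes and of gene span were written before their results were seen. The tests for fat, for an array-wide shift, for liver, for an offset and for a trend in the probe sets without a gene were chosen after part of the values had been seen. None of the differences between single arrays was tested against replicates.

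The median of 17 adipocyte markers went down with the high-fat diet in young mice (-0.45) and up in old mice (0.67), a difference of 1.11 between the ages. An array-wide shift of genes of similar level is argued against, since the median age by diet difference of the list (0.93) lay at percentile 100.0 of matched random lists. That 14 of 17 markers (82.4%) were lower on the young high-fat and higher on the old high-fat array restates the pattern and decides nothing about its source. Smooth muscle markers moved the opposite way in young mice (0.78) and little in old mice (-0.02), with a median age by diet difference of -0.76 at percentile 0.0, which does not decide it either. A different share of fat tissue in the scrapings therefore cannot be told apart from a change within fat cells with age and diet, and both stay open, as does any effect of the dissection of single animals in a pool.

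Albumin and Serpina1c were high on the old low-fat array alone. Of 13 other liver markers 0 (0.0%) were over 1 higher there than on each other array, a bound that was too strict to exclude liver, because 6 of the 13 were below the floor and some of these leaned the same way, with Ahsg 0.98 and Fgg 0.87 above the next array. Of the 13 markers 7 (53.8%) had their highest value on that array, but 5 of these 7 were below the floor. Of the 7 above the floor 2 were highest there, 4 on the old high-fat and 1 on the young high-fat array. The medians of the liver list include Alb itself, so they are not independent of the gene in question. With age the median was 0.22 on the low-fat and 0.44 on the high-fat diet for the 8 members above the floor. On the low-fat diet Alb was at 3.58. The others were at 0.69 (Apoa2), 0.31 (Apoc3), 0.29 (Cyp2f2), 0.15 (Ttr), -0.02 (Trf), -0.05 (Cps1) and -0.10 (Hp). For all measured members the medians with age were 0.27 and 0.08. For diet in old mice the median was -0.03 for members above the floor, inside the random range, and -0.37 for all measured members. Both include Alb, at -3.40. The others above the floor went both ways: -0.62 (Apoc3), -0.38 (Apoa2), -0.15 (Cps1), 0.08 (Ttr), 0.15 (Cyp2f2), 0.42 (Hp) and 0.75 (Trf). Liver tissue in that pool, in a large or a small share, is thus neither shown nor excluded and stays open. Expression of both genes in the colon of these mice was not tested and stays open too.

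The old low-fat and young high-fat arrays shifted together against the other arrays in 6617 low-numbered probe sets without a gene. The comparisons did not use them. They may be control probe sets of the array for introns and exons, a class not analysed here. Their median age by diet difference was -0.41, against 0.0 for the other probe sets without a gene and 0.02 for the genes above the floor. Their median log2 signals were 6.39 on the old low-fat and young high-fat arrays, 6.11 on the old high-fat and 6.07 on the young low-fat array. A constant offset of an array is argued against as the cause in these probe sets, since it would cancel in the difference between their median and that of the genes, which was -0.42 before rounding. A trend with expression level is argued against as the whole cause in the low-numbered probe sets. After the trend of genes at the same mean signal was subtracted, 108.1% of their median was left. Over genes, 99.7% of the spread stayed after such a trend was removed. This value does not decide the question, because it describes scatter between genes and not the shift of these probe sets. A different share of unspliced RNA, considered because of what these probe sets may be, cannot be told apart from other causes. Spearman's rho of the age by diet difference with gene span across genes was -0.147, between the bounds set in advance. That of the diet contrast was -0.165 and that of the age contrast 0.088. An interaction of age with diet takes the same form in 4 arrays and stays open, as does a technical grouping of the arrays, which was not analysed here. The study states that the colon samples were hybridized in a single experiment, which does not exclude a grouping within it.

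Other lists went opposite ways between groups. Genes of antimicrobial and mucosal defence were higher with age on the low-fat (median 0.13) and lower on the high-fat diet (-0.14), a difference of -0.27; the median of the differences of the members was -0.15, at percentile 8.17 and inside the central 95% of random lists (-0.21 to 0.22), and the low-fat median came inside the range of lists not matched on expression and was 0.05 with all measured members. Oxidative phosphorylation genes differed by 0.20 (-0.07 and 0.13), with a median difference of 0.19 at percentile 99.45; both medians came inside the range of lists not matched on expression. The pancreatic acinar genes, left out of the other comparisons, differed by 0.44 between ages in the diet effect (-0.22 in young and 0.21 in old mice) and by 0.44 between diets in the age effect (-0.25 and 0.19), with a median difference of 0.35 at percentile 99.46; of the age medians, the high-fat one fell to 0.08 with all measured members and the low-fat one to -0.14 under quantile normalization, both inside the random range. The percentiles describe these arrays and are not tests.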

How the results depend on the processing

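Mean of probe sets, immunoglobulin segments left out, crossed array pairs and fits without 1 array were chosen after the data were seen. No paired analysis was possible because each group had 1 array, apart from the additive fit, which sets old against young arrays within each diet. Under median centring, quantile normalization, pancreatic genes kept, other floors and the mean of probe sets, the total counts of the single comparisons and overlaps stayed within 1.5 times. Counts by direction moved more: the 7 genes lower with age on the low-fat diet became 4 under quantile normalization and with a floor of 100, and the 7 higher and 6 lower genes of diet in old mice became 8 and 9 without a floor. In the crossed pairs the 7 lower genes became 13 (old low-fat against young high-fat) and the 22 lower with age on the high-fat diet became 7 (old high-fat against young low-fat). Fold thresholds moved them by construction. Over 1.5-fold there were 286 (age, low-fat), 432 (age, high-fat), 184 (diet, young), 145 (diet, old), 100 (age overlap), 4 (diet overlap) and 1344 genes (age by diet). Over 3.0-fold there were 15, 17, 2, 4, 5, 0 and 24. Leaving out the lists of other tissues moved the diet counts to 6 in young and 7 in old mice. The additive age count fell to 29 without a floor; the cause was not tested. Without 1 array, where the lone array of a group is assumed to vary like the others, the fit without the other factor gave 46 to 88 genes for age and 0 to 1 for diet, against 60 and 0 with all 4 arrays, and 88 and 1 (Alb) came when the young low-fat array was left out; the cause was not tested. In the additive fit itself leaving out an array leaves no residual degree of freedom, and the age change is then that within the other diet, with no test. Of 121 differences of named genes over 2.0-fold, 120 stayed over it after centring and 118 with the mean of probe sets. After quantile normalization 116 did (Cabp4, Cd8a, Nrn1, Usp17ld and Xaf1 fell below). The mean of probe sets could change only Homer2, Igha, Rps4l and Tsr3, since the other named genes had 1 probe set each. Homer2 fell below 2.0-fold for diet in young mice (log2 1.02 to 0.49). Tsr3 did for age on the high-fat diet (1.08 to 0.83) and diet in old mice (1.13 to 0.95). Igha and Rps4l stayed over it. Of 57 list medians outside the random range, 10 came inside with unmatched lists, 8 with all measured members, 6 with quantile normalization and 2 without shared members. Signal near background limits genes under a signal of 50.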

Other observations

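Several gene groups that the comparisons above do not lead with moved on single arrays. Of 14 fatty acid synthesis genes 12 were lower with the high-fat diet in young mice, with a median of -0.29, outside the random range. Scd1, which makes monounsaturated fatty acids, was at -0.99. In old mice the median of the list was 0.10, inside the random range. Adipocyte markers were also lower in young mice (-0.45), and in old mice they were higher (0.67), both outside the random range. The median age by diet differences were 0.93 for adipocyte markers and 0.42 for fatty acid synthesis genes. Thrsp is on both lists. The median of 9 tuft cell markers was -0.28 with age on the low-fat diet, outside the random range, and -0.05 on the high-fat diet, inside it. With the high-fat diet it was 0.19 in old mice, outside the random range, and -0.06 in young mice, inside it. No member of the fatty acid synthesis or tuft cell list passed the additive limma fit over all genes. Of 13 small intestinal enterocyte and Paneth cell markers 2 rose with age, Fabp6 (log2 1.37 ± 0.23, adjusted p = 0.039) and Lyz1 (1.00 ± 0.16, adjusted p = 0.026), a lysozyme of Paneth cells.

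When the 4 arrays were split as young low-fat with old high-fat against young high-fat with old low-fat, limma called 0 genes, and 1420 genes had an unadjusted p under 0.05, where chance alone would give 633. This split is the age by diet contrast itself, with diet as a term and age left in the error. Old against young had 466 such genes, below 633, with 50 genes called, and high fat against low fat had 91 with 0 called. Both of these counts come from the fit with the age by diet contrast in its error. They therefore cannot be set against 1420 to compare the size of the effects.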
